A study of Triticum aestivum with 14 samples. Its data were reported in "Epigenomic identification of vernalization cis-regulatory elements in winter wheat" (2024).

How the data were processed

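The series covered 3 wheat tissues (leaf, axillary bud and shoot apex), each unvernalized and vernalized, with input DNA as a further group. Groups were taken from the sample labels, which gave 7 groups of 2 samples. A list of ACRs was given for 1 sample of each of the 6 tissue and condition groups. The labels and the methods of the study do not state whether a list rests on 1 replicate or on pooled replicates. Input was not analysed here.

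As the methods of the study describe, the authors trimmed reads with fastp, aligned them with Bowtie2 to the wheat reference IWGSC RefSeq v1.0, kept reads above a mapping quality minimum with SAMtools and removed duplicates with Picard. Peaks were called with MACS2 without its fragment model, with a fixed shift and extension of the reads. The authors then divided peaks into overlapping bins, kept bins with enough Tn5 insertions, and merged the remaining bins that lay close together. Peaks that overlapped those of input or chloroplast sequence were removed. The deposited lists have 3 columns, the chromosome, start and end of each ACR, with no score, count or signal. Reads of low mapping quality are lost first in repeats, and the bin filter sets how wide an ACR is. Both can change the number, width and overlap of ACRs. Sequencing depth may also change the number and width of ACRs. Depth was not used here, so its effect was not tested.

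Lists were read as deposited and no ACR was removed. Within each list ACRs did not overlap. The smallest gap was 151 bp and the smallest width 201 bp. Start positions are given 1-based. Chromosome length was taken as the end of the last ACR over the 6 lists, 14065.3 Mb over the 21 chromosomes.

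Overlap was counted at 1 bp or more. Random placements kept the width and chromosome of each ACR, and 100 were drawn per comparison. Consensus regions were made by merging overlapping ACRs of the 6 lists. Odds ratios for 2 tissues were computed over consensus regions called in either list of the remaining tissue. For gains these regions were absent from both tissues before vernalization, and for losses they were present in both. Intervals of odds ratios and of the Jaccard index came from 2000 resamples of the 21 chromosomes, and intervals of shares are 95% Wilson intervals. The direction odds ratio is the product of regions gained in both and lost in both over the product of regions that went in opposite directions. Functions for overlap, merging and odds ratios were tested on simulated data, where a simulated odds ratio of 3 was recovered as 3.02 (2.93 to 3.10) over 84000 regions. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

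Sites to be named were fixed before the data were examined. They were the widest gained and the widest lost ACR of each tissue with no ACR of the other condition within 1 kb, and the 3 widest consensus regions gained, and the 3 widest lost, in all 3 tissues. Alternatives fixed at the same time were an overlap of at least 50% of the ACR, a reciprocal overlap of at least 50%, counting ACRs up to 200 bp apart as shared or merged, using ACRs of at least 500 bp, using the 126351 widest ACRs of each list, covered length in place of number, random shifts of 10 kb to 100 kb, other sets of consensus regions, and the vernalized lists for the comparison of tissues. The direction odds ratio and the joining of ACRs up to 1 kb apart were added after the data were examined.

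Genic context, GC content, motif density and the vernalization loci were not analysed here. The gene table at hand belongs to another assembly of the cultivar Chinese Spring (IWGSC CS RefSeq v2.1), so none of its coordinates were used.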

Results

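Chromatin accessibility was profiled by ATAC-seq, in which the transposase Tn5 places sequencing adapters into open DNA, in the winter wheat cultivar AK58. Bread wheat is an allohexaploid that carries A, B and D sub-genomes. Vernalization is the long cold exposure that a winter cultivar needs before it can flower. Leaf, axillary bud and shoot apex came from unvernalized plants grown for 2 weeks, or from plants kept for 1 month at 4°C and then returned to the greenhouse for 1 day. The series described 14 samples, 2 for each combination of tissue and condition and 2 of input. The data analysed here were 6 lists of accessible chromatin regions (ACRs), 1 for each combination. With 1 list per group there was no replicate spread, so no p-value is given and every difference below is a difference between lists. The lists give positions without read counts, so sequencing depth cannot be read from them. Intervals given for shares are 95% Wilson intervals. They cover counting error only, and neighbouring ACRs are not independent.

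The first question was how many regions were accessible in each tissue before and after vernalization. The lists held 128914 ACRs in leaf, 175599 in axillary bud and 132696 in shoot apex of unvernalized plants. After vernalization they held 126351 ACRs in leaf, 174089 in axillary bud and 154639 in shoot apex. The number thus fell by 1.99% in leaf and fell by 0.860% in axillary bud, and it rose by 16.5% in shoot apex. The vernalized list was the longer one on 7 of the 21 chromosomes in leaf, on 8 in axillary bud and on 21 in shoot apex. Taking covered length in place of number moved the axillary bud value most, and the length fell by 15.3%. In leaf the covered length fell by 10.4%, but after joining ACRs up to 1 kb apart the leaf number rose by 0.553%.

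ACRs covered 79.9 Mb in leaf, 169.2 Mb in axillary bud and 88.5 Mb in shoot apex before vernalization. The covered length after vernalization was 71.6 Mb, 143.3 Mb and 107.7 Mb in the same order. Median ACR width was 445 bp in leaf, 650 bp in axillary bud and 433 bp in shoot apex, and 408 bp, 550 bp and 450 bp after vernalization. The narrowest ACR was 201 bp wide, and the widest, in vernalized axillary bud, was 22540 bp wide. In every list chromosome 2D carried the most ACRs and chromosome 1B the fewest.

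**Figure D1:**
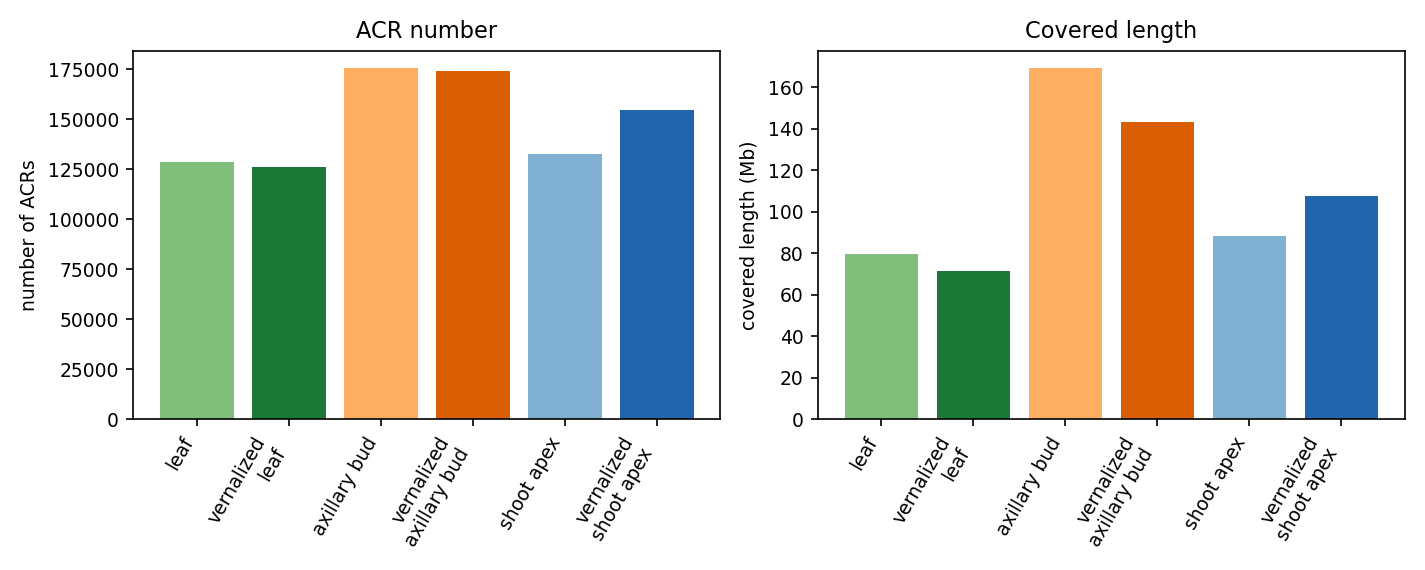
Number of ACRs (left) and length they cover in Mb (right) in the 6 lists, with 1 bar per list and no error bars because each group had 1 list. Axillary bud had the most ACRs in both conditions, and shoot apex was the only tissue with more ACRs after vernalization (154639 against 132696).

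The distribution over the sub-genomes was compared next. In unvernalized leaf, 33.6% of ACRs (95% interval 33.3% to 33.8%) lay on the A sub-genome, 32.2% (31.9% to 32.4%) on B and 34.2% (34.0% to 34.5%) on D. Vernalized leaf departed most from this, with 31.9% (31.6% to 32.2%) on A, 32.2% (31.9% to 32.4%) on B and 35.9% (35.6% to 36.2%) on D. The other 4 lists had between 33.1% and 33.8% on A, between 31.9% and 32.6% on B and between 34.0% and 34.5% on D. The D sub-genome made up 28.1% of the length spanned by ACRs, the A sub-genome 35.1% and the B sub-genome 36.8%. Density was therefore highest on D in each list. It ranged from 11.2 ACRs per Mb in leaf to 15.1 ACRs per Mb in axillary bud on D, and from 7.85 ACRs per Mb in vernalized leaf to 11.0 ACRs per Mb in axillary bud on B. Of the shares by covered length in place of number, the one that moved most was that of D in vernalized axillary bud, from 34.3% to 35.2%.

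To see how far the accessible regions changed with vernalization, the lists of each tissue were overlapped. In leaf, 49.99% of unvernalized ACRs (49.7% to 50.3%) overlapped a vernalized ACR by at least 1 bp. This retained share was 76.4% (76.2% to 76.6%) in axillary bud and 67.5% (67.2% to 67.7%) in shoot apex. Across the 21 chromosomes it ranged from 47.7% to 53.1% in leaf, from 74.1% to 78.0% in axillary bud and from 62.4% to 70.1% in shoot apex, so the ranges of the tissues did not touch. In the other direction, 51.8% of vernalized leaf ACRs (51.6% to 52.1%) overlapped an ACR called before vernalization, compared with 82.1% (81.9% to 82.3%) in axillary bud and 55.8% (55.5% to 56.0%) in shoot apex. The alternative that moved the retained share most was a reciprocal overlap of at least 50%, under which the share in shoot apex was 39.97%. The order of axillary bud and shoot apex changed when only ACRs of at least 500 bp were kept in both lists, with retained shares of 70.4% and 73.5%. An ACR overlapped only by narrower vernalized ACRs then counts as lost. Set against all vernalized ACRs, the wide unvernalized ACRs had retained shares of 90.1% and 87.6%, with the order unchanged.

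Random placement of the unvernalized ACRs on their own chromosomes gave a mean overlap of 1.05% in leaf, 2.06% in axillary bud and 1.46% in shoot apex over 100 placements. The highest single placements reached 1.10%, 2.14% and 1.52%. The observed retained shares were 47.8, 37.2 and 46.4 times the random means. ACRs cluster along chromosomes, and shifting each ACR by 10 kb to 100 kb in place of free placement lowered these ratios to 22.2, 17.6 and 17.3. The Jaccard index, the length shared by both lists over the length covered by either, was 0.316 in leaf, 0.602 in axillary bud and 0.422 in shoot apex.

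**Figure D2:**
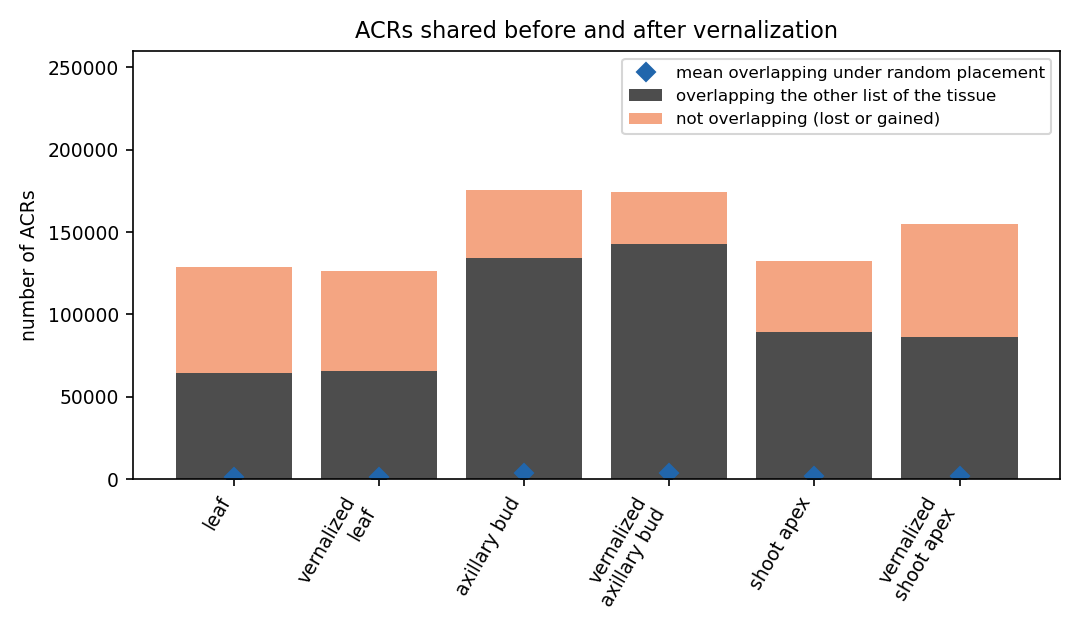
Number of ACRs of each list that overlapped the other list of the same tissue by at least 1 bp (dark) or did not (light), with diamonds for the mean number overlapping under random placement. The light part is 50.01% of the leaf list and 23.6% of the axillary bud list, and the diamonds lie far below the tops of the dark bars in each list.

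ACRs with no overlap in the other list of the tissue were counted as gained (vernalized list) or lost (unvernalized list). In leaf 60850 ACRs were gained and 64464 were lost. Axillary bud gained 31170 and lost 41499. Shoot apex gained 68363 and lost 43159, the only tissue with more gains than losses. The alternatives moved these counts both ways. Restricting both lists to ACRs of at least 500 bp lowered the ACRs gained in leaf to 20254, and a reciprocal overlap of at least 50% raised those gained in axillary bud to 74336. Gained and lost ACRs were narrower than shared ones. The median width of lost ACRs was 344 bp in leaf, 350 bp in axillary bud and 290 bp in shoot apex, against 624 bp, 850 bp and 593 bp for retained ACRs. Gained ACRs had median widths of 318 bp in leaf, 250 bp in axillary bud and 350 bp in shoot apex, against 550 bp, 650 bp and 736 bp for the vernalized ACRs that were shared. On the D sub-genome lay 37.0% of the ACRs gained in leaf and 33.7% of those lost in leaf.

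The site named for each tissue and direction was the widest ACR with no ACR of the other condition within 1 kb (coordinates on IWGSC RefSeq v1.0). No annotation of that build was used here, so the genes around these sites are not given. The widest ACR gained in leaf lay on chromosome 2B from 779071336 to 779081185 (9850 bp), and no list of another tissue had an ACR there. The widest lost in leaf lay on 2D from 448119413 to 448124110 (4698 bp), where each of the 4 lists of the other tissues had an ACR. In axillary bud the widest gained ACR lay on 5B from 691414288 to 691419037 (4750 bp). This position falls in the 1 Mb window where the lists differed most in ACR number, and leaf, shoot apex and vernalized leaf also had an ACR there. The widest ACR lost in axillary bud lay on 7D from 123356476 to 123361125 (4650 bp) and overlapped no list of another tissue. In shoot apex the widest gained ACR lay on 1A from 547333688 to 547337326 (3639 bp), where leaf and both axillary bud lists had an ACR. The widest lost in shoot apex lay on 1B from 683095057 to 683100161 (5105 bp) and overlapped no list of another tissue.

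The overlap between tissues was then measured to separate common from tissue-specific regions. Among unvernalized lists, 18.5% of leaf ACRs (18.3% to 18.7%), 36.2% of axillary bud ACRs (36.0% to 36.4%) and 20.5% of shoot apex ACRs (20.3% to 20.7%) overlapped neither of the other tissues. The corresponding shares among vernalized lists were 44.7% (44.4% to 45.0%) in leaf, 26.4% (26.2% to 26.6%) in axillary bud and 15.5% (15.3% to 15.7%) in shoot apex. The tissue with the highest share was thus axillary bud before and leaf after vernalization. A reciprocal overlap of at least 50% moved the share most, to 53.4% in unvernalized leaf. With each list cut to its 126351 widest ACRs, the share in axillary bud was 25.02% and no longer stood far above shoot apex (24.0%) and leaf (22.9%).

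Over the 15 pairs of lists, the Jaccard index was highest between the axillary bud lists (0.602), followed by the vernalized lists of axillary bud and shoot apex (0.529). Vernalized leaf gave the lowest values. Its index was 0.316 with leaf and between 0.199 and 0.222 with the other 4 lists. Unvernalized leaf had a higher index with vernalized axillary bud (0.362) than with vernalized leaf. Vernalized shoot apex resembled both axillary bud lists (0.467 and 0.529) more than it resembled unvernalized shoot apex (0.422). Among ACRs of at least 500 bp this held for vernalized axillary bud (0.509) only. The index with unvernalized axillary bud (0.430) was then slightly below that with unvernalized shoot apex (0.434). At equal list size unvernalized axillary bud (0.463) stayed above unvernalized shoot apex (0.428). The lists also differed in how ACR ends fell. A width equal to a whole number of bins was found in 94.6% and 95.6% of ACRs in the axillary bud lists and in 77.6% in vernalized shoot apex, but in 12.9% in unvernalized shoot apex. Over all ACRs, the order of the 3 indices of vernalized shoot apex is the order of this share in the lists compared with. The leaf lists break that order. Their shares were 33.9% in leaf and 42.6% in vernalized leaf, but their indices with vernalized shoot apex were lower (0.340 and 0.203). Every pair lay above random placement, from 26.1 times the random mean for axillary bud ACRs in vernalized leaf to 48.5 times for vernalized leaf ACRs in leaf.

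**Figure D3:**
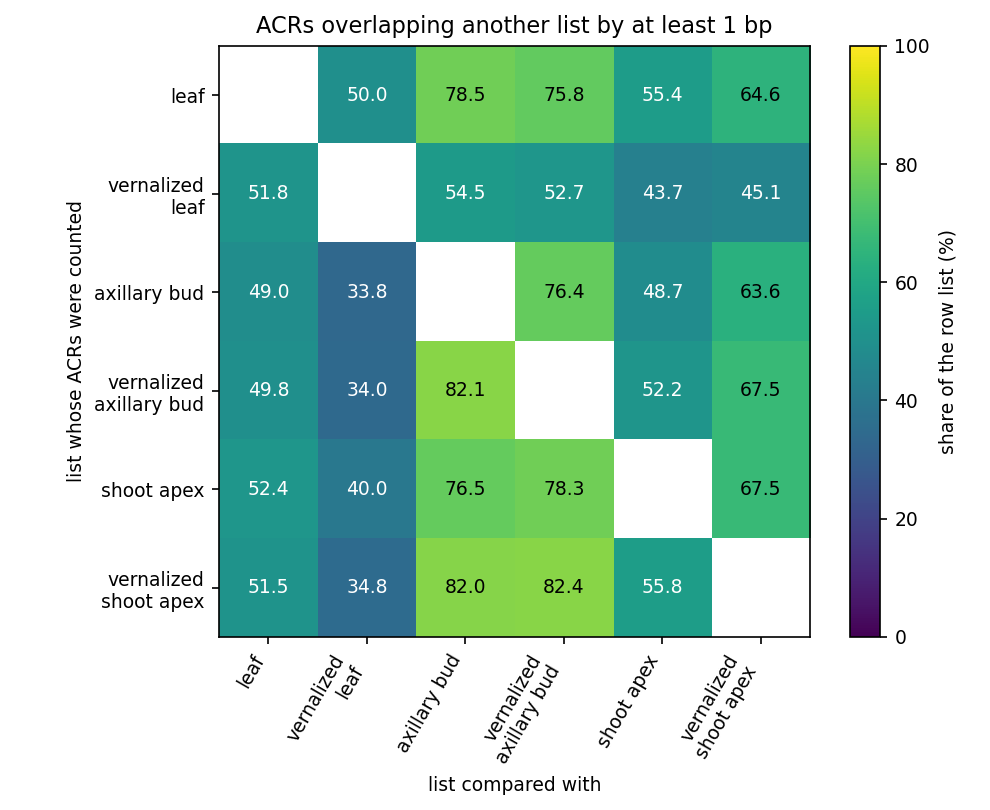
Share (%) of the ACRs of the row list that overlapped an ACR of the column list by at least 1 bp, for the 6 lists. In each of the other rows the lowest share lies in the column of vernalized leaf (33.8% to 49.99%), and shares depend on the length of the column list as well as on similarity.

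Merging the 6 lists gave 289328 consensus regions. Of these, 36158 (12.5%) were called in all 6 lists and 117393 (40.6%) in a single list. Vernalized leaf alone accounted for 40097 of the regions called in a single list, against 11970 for leaf, 23710 for axillary bud, 14874 for shoot apex, 13474 for vernalized axillary bud and 13268 for vernalized shoot apex. Among ACRs of at least 500 bp, the alternative that moved these counts most, 15303 regions were called in all lists and 48620 in a single list. Only 279 regions were called in the 3 vernalized lists and in no unvernalized list, and 257 in the 3 unvernalized lists and in no vernalized list. The widest of the regions gained in all 3 tissues lay on 7D from 575591218 to 575593538 (2321 bp), on 7D from 24140213 to 24142245 (2033 bp) and on 2A from 323009137 to 323011086 (1950 bp). The widest of those lost in all 3 tissues lay on 6B from 146648146 to 146651695 (3550 bp), on 2D from 52511010 to 52513161 (2152 bp) and on 2A from 10730637 to 10732686 (2050 bp). These widths are of merged regions, and single tissues often covered much less. Vernalized leaf, axillary bud and shoot apex covered 504, 800 and 2142 bp of the first gained region. For the second these were 550, 250 and 2033 bp, and for the third 1950, 350 and 350 bp. The 3 unvernalized lists covered 558, 3550 and 499 bp of the first lost region. For the second these were 450, 1650 and 975 bp, and for the third 228, 2050 and 656 bp.

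Whether tissues gained or lost the same regions was measured with odds ratios over consensus regions called in the remaining tissue, with 95% intervals from resampling chromosomes. For gains, the odds ratio was 0.990 (0.929 to 1.06) between leaf and axillary bud, an interval that includes 1. It was 1.303 (1.21 to 1.39) between leaf and shoot apex and 18.2 (16.7 to 19.7) between axillary bud and shoot apex. Of regions absent before vernalization from both axillary bud and shoot apex, 31.5% of those gained in axillary bud were also gained in shoot apex, against 2.47% of those not gained in axillary bud. The size of this ratio depended on the regions used. Of the 58076 regions gained in neither tissue, 40097 were called only in vernalized leaf and 11970 only in leaf. The ratio was 7.44 (6.42 to 8.65) over regions called in both leaf lists and 1.47 (1.40 to 1.54) over all consensus regions, where the shares were 27.1% and 20.2%. For losses, the odds ratio was 1.73 (1.62 to 1.87) between leaf and axillary bud, 1.73 (1.62 to 1.84) between leaf and shoot apex and 29.8 (25.9 to 34.6) between axillary bud and shoot apex. The losses gave a ratio above 1 on all 21 chromosomes in the 3 pairs. Taking all consensus regions moved the gains most, for example to 0.0837 between leaf and shoot apex, because a region absent from both tissues then enters only if another list called it.

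An odds ratio above 1 for gains and for losses does not show that a region changed in the same direction in both tissues. A direction odds ratio, chosen after the data were examined, was therefore computed over regions that had changed in both tissues. It was 1.14 (0.983 to 1.33) between leaf and axillary bud over 4242 regions, 0.338 (0.319 to 0.360) between leaf and shoot apex over 14863 regions, and 0.575 (0.488 to 0.678) between axillary bud and shoot apex over 5139 regions. Of the regions changed in both leaf and shoot apex, 8738 were lost in leaf and gained in shoot apex, 1674 were gained in leaf and lost in shoot apex, 2140 were gained in both and 2311 were lost in both. These counts cover regions called in axillary bud. Over all consensus regions, 9180 were lost in leaf and gained in shoot apex and 4244 went the other way, with a direction odds ratio of 0.197 (0.184 to 0.2103). Among ACRs of at least 500 bp the ratio was 0.570 (0.509 to 0.638).

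**Figure D4:**
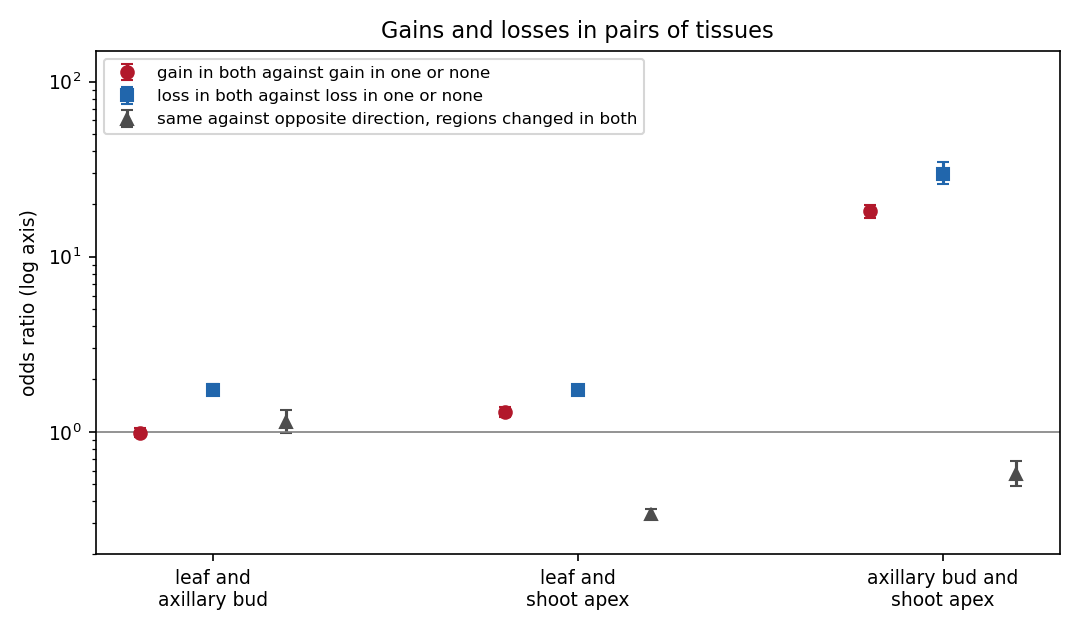
Odds ratios (log axis) for gain in both tissues, loss in both tissues and direction of change, with 95% intervals from resampling the 21 chromosomes, for the 3 pairs of tissues. Gains and losses coincide most between axillary bud and shoot apex (18.2 and 29.8), while the direction odds ratio lies below 1 in both pairs that include shoot apex.

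Position along the chromosomes also differed between lists. The outer bins, which make up 20% of the chromosome length, held 46.8% of ACRs in shoot apex, 36.0% in leaf and 35.2% in axillary bud. After vernalization they held 40.8%, 34.8% and 39.7%. A stretch of the interior that makes up 30% of the length held 22.4% of vernalized leaf ACRs and between 12.4% and 17.1% of the ACRs of the other lists.

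**Figure D5:**
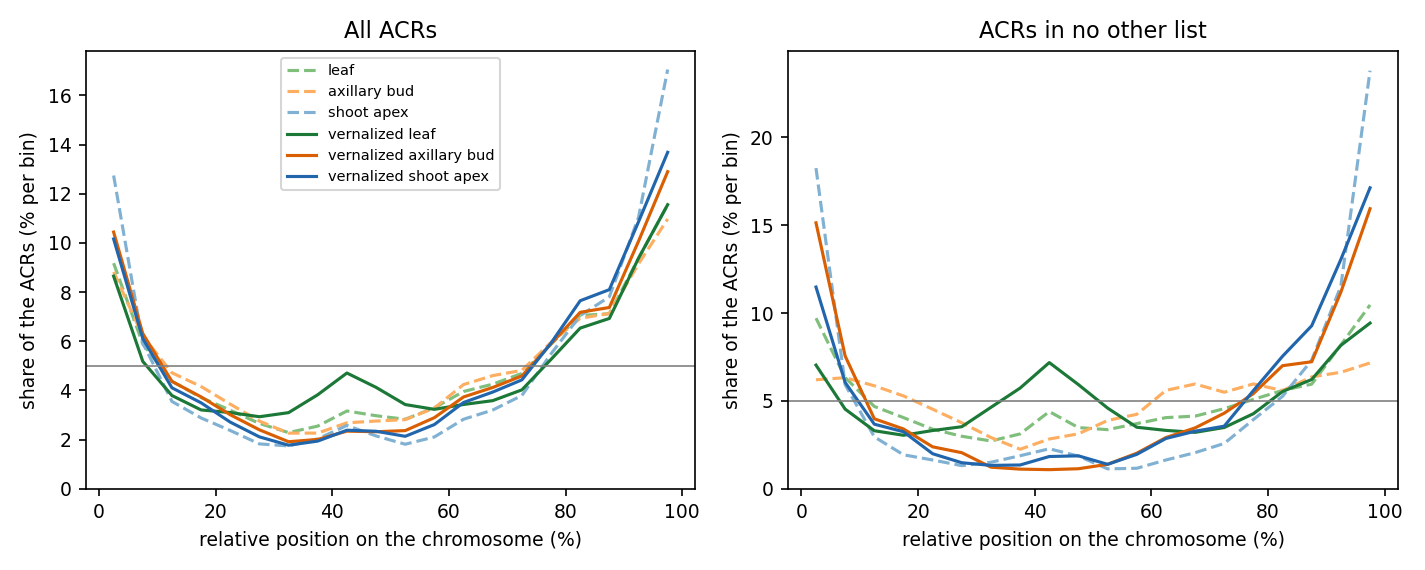
Share of ACRs (% per bin) in 20 bins along the relative length of the chromosome, over all 21 chromosomes, for all ACRs (left) and for ACRs that no other list overlapped (right). The grey line marks an even spread and dashed lines are unvernalized lists. Vernalized leaf shows the highest interior maximum (4.71% of all its ACRs in bin 9), with smaller ones in other lists, such as leaf (3.17%) and shoot apex (2.58%).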

Values the study reported

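The study reported 126K to 176K ACRs across the tissues. It reported 15,297 induced and 19,539 repressed ACRs in leaf, 10,022 induced and 8,089 repressed in axillary bud, and 2,829 induced and 1,618 repressed in shoot apex after vernalization.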

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

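The tests of bin trimming and of the window on chromosome 5B were chosen after the results were seen, and joining ACRs was an alternative added after the data were examined.

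The number of ACRs moved in different directions in the tissues. It changed by -1.99% in leaf, by -0.860% in axillary bud and by 16.5% in shoot apex. With 1 list per group the difference between tissues was not tested. Joining ACRs up to 1 kb apart left a rise of 21.5% in shoot apex, which argues against ACRs merely being divided into more pieces there. The same step gave a rise of 0.553% in leaf and a change of -2.93% in axillary bud. Among ACRs of at least 500 bp the number changed by -13.0% in leaf and by -15.0% in axillary bud, so the contrast with shoot apex was wider there. A candidate explanation is a difference in how peaks were trimmed. A width that is a whole number of 150 bp bins in steps of 100 bp was found in 77.6% of vernalized shoot apex ACRs and in 12.9% of unvernalized ones. The shares were 33.9% and 42.6% in leaf, and 94.6% and 95.6% in axillary bud, unvernalized first. Trimming and vernalization cannot be told apart in shoot apex, because the tissue has 1 list of each kind. The same holds for the widths, retained share and Jaccard index of shoot apex. A difference in depth and a response of the shoot apex to vernalization also stay open, as neither could be tested from positions alone. The study, which tested insertion counts, reported the fewest induced and the fewest repressed ACRs in shoot apex. Its counts therefore do not single out shoot apex as the tissue with the largest response, although the measures differ.

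The 1 Mb window with the widest spread in ACR number between lists, among 14074 windows, lay on chromosome 5B from 691000001 to 692000000. It held 98 ACRs in leaf, 7 in axillary bud and 137 in shoot apex, and 120, 50 and 10 after vernalization. The number rose by 22 in leaf and by 43 in axillary bud, and it changed by -127 in shoot apex. This difference between tissues was not tested. Because the window was picked for its spread, these changes do not test whether vernalization acted alike in the 3 tissues. Covered length in the window was 85196 bp in leaf, 3150 bp in axillary bud and 84425 bp in shoot apex, and 98682 bp, 44778 bp and 7449 bp after vernalization. It moved in the same direction as the ACR number in each tissue, although shoot apex, with the most ACRs, did not cover the most length. The 4 windows around it held between 73 and 114 ACRs in each list, so the contrast did not extend to them. A candidate explanation is a step of peak removal that differed between lists and took out most peaks in axillary bud (7 ACRs) and vernalized shoot apex (10 ACRs). It cannot be told apart from a change in accessibility, since the removed peaks were not analysed here. A tissue-specific response stays open and untested.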

How the results depend on the processing

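No paired analysis was possible because each group had 1 list. For the same reason leaving out replicates in turn was not run. Ranking by score was not run because the lists hold no score, and alternatives for genic context, GC content and motif density were not run without a genome of the build. The lists hold no depth, so no result was weighed by it.

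The share of vernalized ACRs called before vernalization was lowest in leaf and highest in axillary bud under each of the 5 alternatives for it. The retained share was lowest in leaf under each of them, while axillary bud and shoot apex changed places with both lists cut to ACRs of at least 500 bp. With only the unvernalized list cut, axillary bud (90.1%) stayed above shoot apex (87.6%). Below, values for 3 tissues are in the order leaf, axillary bud, shoot apex. Where no reason is given, the cause was not tested.

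Under an overlap of at least 50% of the ACR, the retained shares were 39.7%, 66.0% and 58.5%, the shares called before were 43.8%, 78.1% and 44.2%, and the shares in no other tissue were 22.2%, 54.2% and 25.6%. Under a reciprocal overlap of at least 50%, these were 29.7%, 56.8% and 39.97%, then 30.3%, 57.3% and 34.3%, then 53.4%, 61.5% and 53.8%. Lost ACRs then numbered 75846 in axillary bud and 79656 in shoot apex, and gained ACRs 74336 in axillary bud. A stricter overlap lowers sharing by construction. Counting ACRs up to 200 bp apart as shared gave retained shares of 52.3%, 77.1% and 71.2%, shares called before of 54.2%, 83.0% and 58.5%, and shares in no other tissue of 17.1%, 34.6% and 18.0%.

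Among ACRs of at least 500 bp the retained share was 70.4% in axillary bud and 73.5% in shoot apex, and the shares called before were 58.1%, 85.8% and 58.4%. Lost ACRs numbered 27835 in leaf and 15549 in shoot apex, and gained ACRs 20254, 12684 and 30371. These counts, like the 15303 regions in all lists and 48620 in a single list, fall because fewer ACRs enter. ACR number changed by -13.0%, -15.0% and 24.4%. The Jaccard index was 0.582 in axillary bud and 0.434 in shoot apex, and the shares in no other tissue were 15.1%, 43.4% and 13.2%.

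With the 126351 widest ACRs of each list, the retained shares were 50.6%, 76.9% and 64.4%, the shares called before were 51.5%, 81.3% and 61.3%, and the Jaccard index was 0.596 in axillary bud and 0.428 in shoot apex. The shares in no other tissue became 22.9%, 25.02% and 24.0%, so the high share in axillary bud went with its longer list. Among the vernalized lists these shares were 44.7%, 26.4% and 15.5%.

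In covered length the change was -10.4%, -15.3% and 21.6%. Sub-genome shares by covered length were 33.2% (A), 31.9% (B) and 35.0% (D) in leaf, 31.6% (B) and 34.9% (D) in axillary bud, 32.7% (A) and 34.7% (D) in shoot apex, and 35.6% (D) in vernalized leaf. They were 33.3% (A), 31.5% (B) and 35.2% (D) in vernalized axillary bud and 33.1% (A) and 35.0% (D) in vernalized shoot apex. D held the highest share in each list by both measures. Joining ACRs up to 1 kb apart, an alternative added after the data were examined, gave changes of 0.553%, -2.93% and 21.5%, with the sign reversed in leaf. Local shifts of 10 kb to 100 kb lowered the ratio of the retained share to random placement to 22.2, 17.6 and 17.3, since local shifts keep the clustering of ACRs.

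Taking all consensus regions gave odds ratios of gain of 0.0529 between leaf and axillary bud and 0.0837 between leaf and shoot apex, the latter reversed. A region absent from both tissues is then counted only if the remaining tissue called it, which by construction makes gains look exclusive. Merging regions up to 200 bp apart gave 0.850 for gains between leaf and axillary bud, with an interval below 1. The direction odds ratio between leaf and axillary bud, added after the data were examined, was 1.20 over all consensus regions and 1.44 among ACRs of at least 500 bp, both with intervals above 1. The ratio of gains between axillary bud and shoot apex, 18.2 in the report, was 1.47 over all consensus regions, 7.44 over regions called in both leaf lists, 17.3 with regions up to 200 bp apart merged and 11.2 among ACRs of at least 500 bp, so its size was not stable. The direction odds ratio between leaf and shoot apex, 0.338 in the report, ranged from 0.197 over all consensus regions to 0.570 among ACRs of at least 500 bp. The losses in the 3 pairs, the gains between axillary bud and shoot apex and the direction odds ratios with shoot apex kept their side of 1, with intervals that exclude 1, under each alternative run on them. The 6 regions named as gained or lost in all 3 tissues kept that state when regions up to 200 bp apart were merged.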

Other observations

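The direction odds ratio and its split by chromosome position were added after the data were examined, and the tests on ACRs called only in vernalized leaf were chosen after that result was seen.

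Vernalized leaf stood apart from the other lists. No other list overlapped 31.7% of its ACRs (40097), compared with 7.74% to 13.5% of the ACRs of the other 5 lists. A swap with another tissue of the series is argued against by the Jaccard index at equal list size, which was 0.317 with leaf and at most 0.222 with any other list. Narrow ACRs near the calling threshold are a possible explanation, and the tests divided. Of vernalized leaf ACRs at least 500 bp wide, 75.04% overlapped the unvernalized leaf list, which is 3.66 points below the value for shoot apex but 18.8 points below that for axillary bud. However, 12.9% of these wide ACRs lay in no other list, against 1.46% to 4.29% in the other 5 lists, which argues against narrow ACRs as the whole explanation.

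The share of the ACRs called only in vernalized leaf that lay on the D sub-genome was 37.7%, while D makes up 28.1% of the spanned length. Their number per 1 Mb window had a variance 3.24 times its mean. Uneven placement was not particular to this list, since the ACRs called in a single other list gave ratios from 1.98 in leaf to 4.28 in shoot apex and shares on D from 32.9% to 35.2%. The share on D and the variance argue only against calls spread evenly over the spanned length as the source of all of them. Calls scattered at random where reads can be placed are not excluded, since that part of the genome was not measured. In 24 windows there were at least 20 of these ACRs, with up to 49 in the window on 3D from 233000001 to 234000000. Shoot apex had 16 such windows, with up to 41 ACRs in 1 window, vernalized shoot apex had 1, and the other 3 lists had 0. A candidate explanation is reads from repeats assigned to single positions. It cannot be told apart from accessibility gained in the interior of chromosomes, because the sequence under the ACRs was not analysed here. A response of leaf to vernalization and a difference in depth or background of this list stay open and untested.

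Gains and losses coincided between tissues in 5 of the 6 odds ratios, all except gains between leaf and axillary bud. A hypothesis is that regions near the threshold flip at random in each list. A direction odds ratio near 1 was first taken as its prediction, but that value does not follow. A region absent before vernalization can only be gained, and a region present before can only be lost. Independent flips therefore predict the odds ratio of presence in the unvernalized lists of both tissues, among regions that can flip. That value was not computed, so the direction odds ratio cannot decide for or against the hypothesis. Between leaf and axillary bud the direction odds ratio was 1.14 (0.983 to 1.33), and 1.44 among wide ACRs. Between leaf and shoot apex it was 0.338 and between axillary bud and shoot apex 0.575, with intervals below 1. A ratio below 1 had not been foreseen by the test. It held in the outer bins (0.382 and 0.591) and in the rest of the chromosome (0.325 and 0.708), so the crowding of shoot apex ACRs near chromosome ends is unlikely to be its sole source. The direction odds ratio does not test whether a response of the same direction produced the coincidence. Regions that changed in opposite directions enter neither the odds ratio of gains nor that of losses. The different trimming of the shoot apex lists may contribute to the ratios below 1, and this was not tested separately.

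Presence and absence in a list gave 60850 gained and 64464 lost ACRs in leaf, 31170 and 41499 in axillary bud, and 68363 and 43159 in shoot apex. Each of these is higher than the count of induced or repressed ACRs quoted from the study above, which rests on insertion counts and a test. The order also differs. On the full lists shoot apex had the most gains, but it had the fewest induced ACRs in the values quoted above. At equal list size leaf had the most gains (61301), followed by shoot apex (48886) and axillary bud (23578). The first place of shoot apex thus depended on list size, although it was still not the lowest. Under the other alternatives for gains shoot apex stayed first. Axillary bud had more losses than gains here, but more induced than repressed ACRs in the values quoted above.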
